A study of Mus musculus with 72 samples.

How the data were processed

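RNA of 36 cultures of mammary epithelial acini was measured on 72 Agilent arrays of 2 colours, with Cy3 as channel 1 and Cy5 as channel 2. Per the labels the cells came from C57BL/6J females, 400000 cells were plated per culture, prolactin was at 3 µg/ml and RANKL-LZ at 1 µg/ml, and 200 ng of total RNA were labelled. The 72 arrays form 36 dye-swap pairs, 18 of them setting RANKL against no RANKL within a mouse and 18 setting MMTV-RANK against WT in fixed pairs of mice (670/672, 686/732 and 730/774). Each culture was on 2 arrays in each dye. The deposited array files give the intensity of each spot as the mean pixel brightness in each channel, with 43790 spots per array, 2256 of them controls and 314 of those negative controls. Per the file headers the authors' software, Agilent Feature Extraction, also gave a processed intensity with LOWESS dye normalization and no background subtraction, since that step was off on all 72 arrays. The labels name version 9.5.1.1, while the file headers give 9.1.1.1 on 71 arrays and 8.5.1.1 on 1. The authors also deposited a combined table of linear intensities, 1 per culture, for 41174 probes, made with the ratio split of Rosetta Resolver and the joining of the 4 values of a culture, and any normalization between its columns is not stated. Its 36 columns have medians from 105.58 to 122.87 and 879 empty cells, and its group means had r of at least 0.9995 with those made here.

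The mean spot intensities were corrected for the median of their local background with normexp (offset 50) and each array was normalized by loess in limma 3.58.1, and for single channels also by Aquantile between arrays. R was 4.3.3, data.table (version 1.17.8), Python 3.11.15, numpy 2.4.6 and matplotlib 3.10.9. Replicate spots of a probe were averaged, which left 41174 probes. A probe was kept if its Cy5 signal was well above background by Agilent's own flag on all 6 Cy5 arrays of at least 1 of the 12 groups. That flag was set on a median of 0.318% of the negative controls in Cy5 (at most 12.4%), while the Cy3 flag was set on 98.4% to 100% of them and was not used. Limits from the mean or median of the negative controls were also tried before any comparison was made, and were set aside because they passed very different shares of probes from array to array. The filter kept 30592 probes, and the brightest probe of each gene gave 20742 genes (27389 with no filter). Names were brought up to date with the RefSeq gene table of the mouse genome (GRCm38.p6), 22864 probes by accession, 6732 by symbol and 3498 by synonym, and 8080 keep the name in the file.

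For RANKL and genotype comparisons the log2 ratios of each dye-swap pair were turned to 1 direction and averaged, so that each culture pair gives 1 value. The 18 RANKL ratios were fitted as 6 groups and the 18 genotype ratios as 6 groups with limma's lmFit and eBayes, which share 1 estimate of the spread per gene. Interactions and the average over groups are contrasts of the RANKL fit. Times were never on the same array, so 72 h was compared with 8 h on the single-channel log2 intensities of a culture, averaged over its 4 channel values, in 12 groups. p-values were adjusted by Benjamini and Hochberg over the genes tested, with a threshold of 0.05, and values are given as log2 ratio ± SE with 3 ratios per comparison unless stated. A ratio of a gene saturated in 1 of its groups is a bound, and none is given when both are. For the named genes the rule was fixed in advance. In each of the 12 RANKL and genotype comparisons it takes the 5 largest changes in each direction past the threshold, with all 3 ratios in that direction, well above background in a group and with a symbol, and 3 in each direction in the interaction, averaged and time comparisons. It adds up to 4 members with the smallest adjusted p of a list described, and always Tnfrsf11a, Tnfsf11, Tnfrsf11b, Csn2, Wap, Elf5, Stat5a, Mki67, Krt5 and Krt18. In the genotype comparisons below, not all of these always-named genes are given.

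Gene lists were tested with limma's camera at its preset correlation of 0.01, adjusted over 396 tests (22 lists in 18 comparisons), and again with the correlation estimated from the data. As labelled 126 tests passed and 0 of them with an estimated correlation (16 of the 396 at an unadjusted p under 0.05), and without the doubted cultures 201 and 8. The lists, with the members measured, are milk proteins (23), milk lipid synthesis (26), prolactin and STAT5 pathway (19), NF-kB targets (46 of 47), RANK receptor and signalling (15 of 17), cell cycle (48), basal and myoepithelial markers (23), luminal progenitor and alveolar markers (16), hormone-sensing luminal markers (14 of 18), luminal keratins and epithelial identity (14), fibroblast markers (20), adipocyte markers (12 of 13), leukocyte markers (27), endothelial markers (12), interferon response (27), involution and acute phase (26), keratinizing and squamous differentiation (23 of 31), cholesterol synthesis (20), unfolded protein response (21), hypoxia and glycolysis (20 of 21), immediate early genes (19 of 20), and extracellular matrix and proteases (28). Some genes are on several lists. As labelled 0 of the 126 passing lists had a median of the other sign under Agilent's processed signals, median centring, no filter or the combined table. In the alternative without the doubted cultures the prolactin and STAT5 pathway fell in WT at 8 h by the test (adjusted p = 0.0341, adjusted p = 0.183 with an estimated correlation) and the mean (-0.047) though its median was 0.015.

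The lists, the comparisons, the named-gene rule and most alternatives were chosen before the data were examined. These alternatives are Agilent's processed signals, median centring, no filter, only probes well above background on every array, single-channel values with and without the mouse or mouse pair as a block, the combined table, every probe tested, each mouse or pair left out, the arrays of conflicting labels left out, the mouse as a random block, single arrays with dye and scan day terms, and the estimated correlation of the lists. Leaving out the 6 doubted cultures, the 72 h mice of scan day 2 alone, the genotype arrays alone for time, and median centring for the lists were added after seeing the data. The processed signals had been planned as background-subtracted, which the file headers show they are not. RANKL arrays of 8 and 24 h were all scanned on 1 day, while those of 72 h fell on scan day 2 but for 2 arrays on day 3, and the genotype arrays of pair 670/672 were scanned on day 2 and those of the others on days 3 and 4. Culture numbers are those of mice, and the deviations of the RANKL and no-RANKL cultures of 1 mouse from their group means had r from 0.43 to 0.90 across genes in WT and from -0.69 to 0.39 in MMTV-RANK, so the pairing rests on the labels.

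The steps were tested on simulated data with 50 genes changed at each of 4 sizes in the spread seen here. For RANKL in WT at 24 h they recovered 62% of the smallest changes, under 1.5 fold, and 82%, 92% and 100% of those of 1.5, 2 and 4 fold, with 12 false calls, and the genotype step 52%, 82%, 94% and 98% with 12. The time step recovered 34%, 72%, 96% and 100% with 8 false calls. Fits of single arrays gave 115, 96 and 282 false calls in the same data, so their counts are given only as an alternative. Among 220 camera tests, a simulated list moved by 1 log2 unit passed and no test of another list did. The simulated genes varied independently of each other, so this cannot show how often lists of correlated genes pass by error. The 2 arrays with conflicting exposure labels were kept with the RANKL label of their title, source and sample number. The entry concerns the cultures labelled MMTV-RANK with RANKL at 8 h of mouse 732, which is among those doubted, and of mouse 774, which is not.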

Results

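The arrays measured RNA from mammary epithelial cells of mice at day 16.5 of gestation, from 3 wild-type (WT) females (mice 670, 686 and 730) and 3 MMTV-RANK females (mice 672, 732 and 774). MMTV-RANK mice carry Tnfrsf11a, the gene of the receptor RANK, under a viral promoter that is active in mammary epithelium. Each mouse's cells were plated on a basement-membrane gel, where they form hollow spheres called acini, and after 24 h of growth they received prolactin, the hormone that drives milk synthesis, with or without RANKL-LZ, a leucine-zipper form of the RANK ligand. Cultures were collected after 8, 24 and 72 h of this differentiation medium, which gave 36 cultures in 12 groups of 3 mice. RNA was compared on 72 arrays of 2 colours, 36 of them setting a culture with RANKL against the culture without it from the same mouse and 36 setting an MMTV-RANK culture against a WT culture, so that every culture was on 4 arrays. The median signal was 1.74 times that of the negative controls in the Cy3 channel (range 1.42 to 2.88 over arrays) and 1.80 times in Cy5 (1.46 to 3.53). The number of mice, 3 per group, and the number of arrays limit the precision. After a filter on dim probes 20742 genes were tested.

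The genotype labels were checked first on Tnfrsf11a itself. In the 13 cultures labelled MMTV-RANK about which nothing else raised a doubt, its log2 intensity lay between 11.99 and 14.88 (median 13.21), and in 17 of the 18 cultures labelled WT between 7.68 and 10.54 (median 8.08). The culture labelled WT with RANKL of mouse 670 at 72 h read 14.34, and the culture labelled MMTV-RANK with RANKL of mouse 672 at 72 h read 10.20. Over all 18 pairs of cultures Tnfrsf11a was higher in MMTV-RANK by 3.33 ± 0.41 on the log2 scale (SE, limma adjusted p = 4.92e-05), with 17 pairs between 3.42 and 4.03 and the pair 670/672 with RANKL at 72 h at -4.10. These 18 ratios come from the fixed mouse pairs 670/672, 686/732 and 730/774. The test treats ratios that share mice as independent, so its SE and p may be too small. In the 16 cultures labelled WT other than the 2 of mouse 670 at 72 h, Tnfrsf11a was at 6.92 to 7.52 on arrays that by their labels held only WT RNA, but 7.56 to 10.04 in Cy3 and 9.20 to 12.29 in Cy5 on arrays that also held MMTV-RANK RNA, so the ratios of genes this far apart are understated. The culture without RANKL of mouse 670 at 72 h read 9.56 in Cy3 and 11.63 in Cy5 beside the culture with RANKL at 14.34, an array pair labelled WT throughout.

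**Figure D1:**
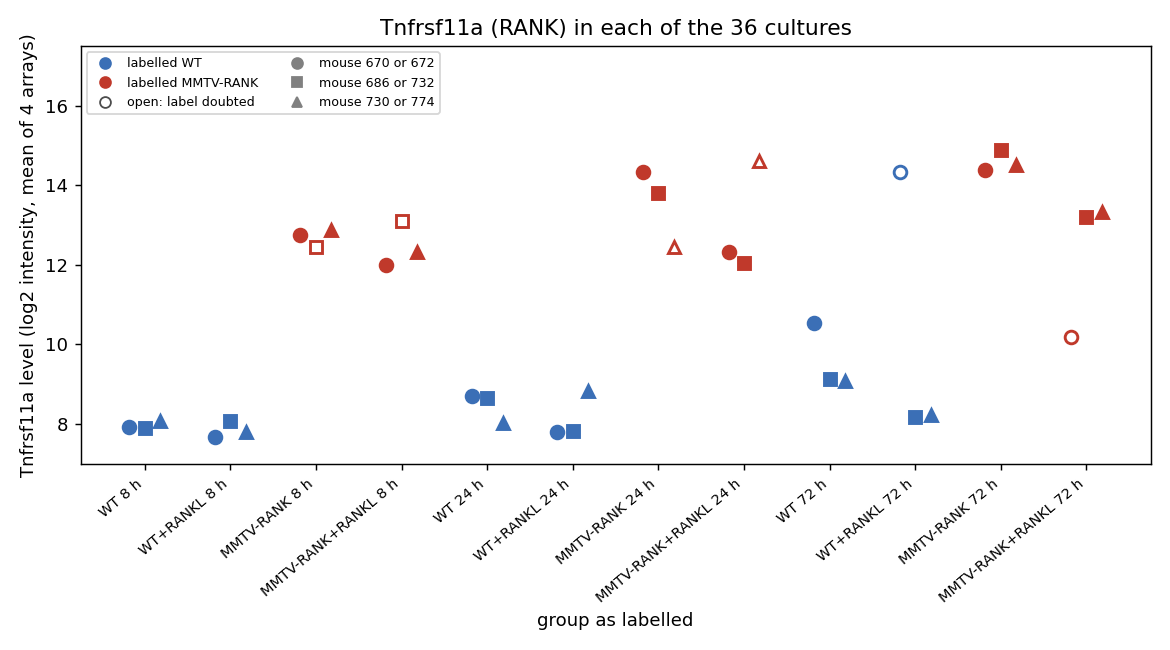
Log2 intensity of Tnfrsf11a in each of the 36 cultures by labelled group and time, with open symbols for the 6 cultures whose labels are in doubt. The cultures labelled WT lie between 7.68 and 10.54 except mouse 670 with RANKL at 72 h, at 14.34, and the culture labelled MMTV-RANK with RANKL of mouse 672 at 72 h is at 10.20.

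The RANKL labels were checked by the correlation of each mouse's RANKL response, across the 20742 genes, with those of the other mice of its group (genes are not independent replicates). At 8 h the responses of mice 672 and 774 had r = 0.875 with each other, while mouse 732 had r = -0.85 and -0.81 with them. At 24 h mice 672 and 732 had r = 0.877, while mouse 774 had r = -0.86 and -0.85. The NF-kB targets, genes that RANK signalling induces, had a median log2 ratio of -0.72 in mouse 732 at 8 h, against 0.48 and 0.72 in the others, and of -0.65 in mouse 774 at 24 h, against 0.46 and 0.65. At 72 h mice 732 and 774 had r = 0.944, and mouse 672 had r = -0.19 and -0.16 with them. All groups below are as labelled, and each count is also given without the 6 doubted cultures: with and without RANKL of mouse 732 at 8 h and of mouse 774 at 24 h, and with RANKL of mice 670 and 672 at 72 h. That alternative was chosen after seeing the data, and since cultures were left out for values unlike those of the others of their label, it favours agreement among the rest. The doubted ratios also widen the spread that all groups of a limma fit share, so leaving them out changes calls in groups that hold no doubted culture.

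The question put to the WT cultures was which genes RANKL changes, starting at 8 h. As labelled, limma called 0 of 20742 genes (293 at an unadjusted p under 0.05). Whole lists still moved in the camera test, and that of NF-kB targets rose (adjusted p = 6.24e-08, adjusted p = 0.884 with an estimated correlation), with 0 of 46 members higher, 0 lower and 46 not past the test, or 0 and 0 adjusted over the list alone. The lists of interferon response, hypoxia and glycolysis, immediate early genes and endothelial markers also rose with 0 members past the test in each (adjusted p at most 0.000643, adjusted p at least 0.523 with an estimated correlation), as did those of involution and acute phase, basal and myoepithelial markers, and RANK receptor and signalling (adjusted p at most 0.0467, adjusted p = 0.884 with an estimated correlation), and the cell cycle list fell (adjusted p = 0.000303, adjusted p = 0.884 with an estimated correlation). Without the 6 doubted cultures, and with the same 3 WT ratios, 95 genes passed (81 higher, 14 lower). Among them were Nfkbia (0.84 ± 0.077) and Nfkbie (0.75 ± 0.079), inhibitors of NF-kB that NF-kB itself induces, the chemokine gene Ccl20 (0.78 ± 0.11), the adhesion molecule gene Icam1 (0.76 ± 0.089) and Relb (0.63 ± 0.064), all higher in 3 of 3 mice (adjusted p at most 0.00979). G0s2 (-0.63 ± 0.068), Lpl (-0.48 ± 0.076) and Acsl1 (-0.44 ± 0.059), which act on stored or incoming fat, the tight-junction gene Cldn8 (-0.61 ± 0.081) and Fam20a (-0.55 ± 0.058) fell (adjusted p at most 0.0165). The NF-kB list rose (adjusted p = 7.38e-40, adjusted p = 0.0427 with an estimated correlation), with 17 of 46 members higher, 0 lower and 29 not past the test, or 36 and 0 adjusted over the list alone. Elf5 (-0.38 ± 0.048, adjusted p = 0.00486) and Stat5a (-0.22 ± 0.036, adjusted p = 0.0220), transcription factors of alveolar differentiation, were lower in 3 of 3 mice and passed only in this alternative, and Tnfrsf11b, Wap, Mki67, Krt5 and Tnfrsf11a did not pass in either (adjusted p at least 0.487 without the doubted cultures).

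At 24 h RANKL lowered milk genes in WT cultures. Lalba, the alpha-lactalbumin of lactose synthesis, was at -1.94 ± 0.12 (adjusted p = 3.38e-06), the prolactin-inducible Pip at -3.62 ± 0.63, the casein gene Csn1s2b at -1.84 ± 0.39, the BMP-binding Chrdl2 at -2.75 ± 0.56 and the peptidase inhibitor Spink8 at -2.71 ± 0.51, all lower in 3 of 3 mice (adjusted p at most 0.0374). Rspo1, a secreted amplifier of Wnt signalling, rose most (3.06 ± 0.33, adjusted p = 0.000470), with Phlda1 (1.15 ± 0.14), Cybrd1 (1.13 ± 0.18), Ecscr (1.13 ± 0.25) and Shisa2 (0.86 ± 0.17) behind it (adjusted p at most 0.0467). The milk protein list fell (adjusted p = 1.17e-07, adjusted p = 0.884 with an estimated correlation), with 0 of 23 members higher, 3 lower and 20 not past the test, or 0 and 8 adjusted over the list alone. Milk lipid synthesis fell (adjusted p = 2.45e-11, adjusted p = 0.523 with an estimated correlation), with 0 of 26 members higher, 4 lower and 22 not past the test, or 0 and 10 adjusted over the list alone, led by Acly (-1.05 ± 0.20, adjusted p = 0.0220) and Elovl6 (-0.71 ± 0.14, adjusted p = 0.0301). The cell cycle list rose (adjusted p = 8.25e-08, adjusted p = 0.884 with an estimated correlation) as did NF-kB targets (adjusted p = 0.00355, adjusted p = 0.884 with an estimated correlation), and the lists of cholesterol synthesis, unfolded protein response, and hypoxia and glycolysis fell (adjusted p at most 0.0204, adjusted p = 0.884 with an estimated correlation), with no member of these 5 past the test over all genes. Wap (-2.91 ± 0.84, adjusted p = 0.124) did not pass, nor did Elf5, Stat5a, Tnfrsf11b, Mki67, Krt5 and Tnfrsf11a (adjusted p at least 0.447). In all 229 genes passed (73 higher, 156 lower), and 33, 17 and 16 without mouse 670, 686 and 730, with 3, 2 and 1 of the 12 named genes still past the threshold. Without the doubted cultures, none of which is WT at this time, 5126 passed (2732 higher, 2394 lower), Wap among them (-2.91 ± 0.20, adjusted p = 1.50e-06), and 19 of 26 milk lipid genes fell (adjusted p = 8.93e-19, adjusted p = 0.0427 with an estimated correlation).

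By 72 h the response to RANKL of the cultures labelled WT joined lower milk genes with higher proliferation genes. Pip (-5.53 ± 0.63), the whey acidic protein gene Wap (-4.81 ± 0.84), Spink8 (-4.62 ± 0.51) and the serum amyloid genes Saa2 (-4.32 ± 0.88) and Saa3 (-4.18 ± 0.48) fell most (adjusted p at most 0.00170). With the doubted culture of mouse 670 left out, Pip was at -5.18, Wap at -4.32 and Saa2 at -4.14, in 2 of 2 mice. Rspo1 (4.60 ± 0.33), the ubiquitin-like Ubd (2.95 ± 0.62), the lipoxygenase Alox12e (2.84 ± 0.69), the mucin-like Fcgbp (2.46 ± 0.51) and the proliferation antigen Mki67 (2.25 ± 0.39) rose most, in 3 of 3 mice (adjusted p at most 0.00550). These rises include the doubted culture of mouse 670. Rspo1, Alox12e and Mki67 were also higher in labelled MMTV-RANK without RANKL at 72 h, so their rises may partly hold a difference of genotype. Krt5, a keratin of basal cells, rose by 0.94 ± 0.12 (adjusted p = 4.14e-05), and Elf5, Stat5a, Tnfrsf11b and Tnfrsf11a did not pass (adjusted p at least 0.223). The cell cycle list rose (adjusted p = 5.16e-10, adjusted p = 0.884 with an estimated correlation), with 34 of 48 members higher, 0 lower and 14 not past the test, or 35 and 0 adjusted over the list alone, with Mki67 (2.25 ± 0.39, adjusted p = 0.000507) and Ccna2 (1.85 ± 0.34, adjusted p = 0.000777). Cholesterol synthesis fell (adjusted p = 3.86e-07, adjusted p = 0.884 with an estimated correlation), with 0 of 20 members higher, 16 lower and 4 not past the test, or 0 and 16 adjusted over the list alone, with Mvd (-1.23 ± 0.11, adjusted p = 2.45e-06) and Pmvk (-1.246 ± 0.13, adjusted p = 1.23e-05). Milk proteins (adjusted p = 4.28e-05, adjusted p = 0.884 with an estimated correlation, 14 of 23 lower, 15 adjusted over the list alone) and milk lipid synthesis (adjusted p = 7.98e-07, adjusted p = 0.884 with an estimated correlation, 17 of 26, 18 adjusted over the list alone) fell. The interferon response fell (adjusted p = 0.00259, adjusted p = 0.884 with an estimated correlation, 16 of 27, 16 adjusted over the list alone), as did adipocyte markers, involution and acute phase, and hypoxia and glycolysis (adjusted p at most 0.0333, adjusted p = 0.884 with an estimated correlation), while fibroblast markers rose (adjusted p = 0.0312, adjusted p = 0.884 with an estimated correlation). In all 7685 genes passed (3367 higher, 4318 lower), and 3709 and 4175 without mouse 670 and 730. With the labelled mouse 670 left out 12 of the 15 named genes passed. The share higher was 43.8%, but 69.5% when arrays were centred on their medians in place of loess and 54.6% in the deposited combined table, so the balance of directions depends on the scaling. The mice scanned wholly on scan day 2 gave 5147 genes, and without the doubted cultures 10175 passed (5004 higher, 5171 lower), among them Elf5 (-0.30 ± 0.058) and Tnfrsf11b (0.47 ± 0.11, adjusted p at most 0.00310), the latter coding for osteoprotegerin, the decoy receptor of RANKL.

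In the cultures labelled MMTV-RANK at 8 h, limma called 0 genes for RANKL (297 at an unadjusted p under 0.05), and the NF-kB list rose (adjusted p = 2.96e-07, adjusted p = 0.884 with an estimated correlation), with 0 of 46 members higher, 0 lower and 46 not past the test, or 0 and 0 adjusted over the list alone. Its median ratio was 0.17 and -0.0028 without mouse 774. Without the labelled mouse 732, 41 genes passed. Without the doubted cultures (2 mice) 2121 genes passed (1089 higher, 1032 lower). The chemokine genes Ccl20 (3.86 ± 0.14) and Ccl2 (2.90 ± 0.14), the itaconate-forming Acod1 (2.44 ± 0.098), Icam1 (2.21 ± 0.11) and the survival gene Bcl2a1b (2.02 ± 0.098) rose most, and the casein gene Csn1s2a (-1.33 ± 0.17), Cldn8 (-1.29 ± 0.099), Fam20a (-1.23 ± 0.071), Igfbp5 (-1.06 ± 0.15) and Hey1 (-1.03 ± 0.12) fell most, in 2 of 2 mice (adjusted p at most 0.000699). NF-kB targets rose (adjusted p = 3.26e-42, adjusted p = 0.0427 with an estimated correlation), with 33 of 46 members higher, 0 lower and 13 not past the test, or 37 and 1 adjusted over the list alone. Elf5 (-0.75 ± 0.058), Stat5a (-0.27 ± 0.045) and Tnfrsf11a itself (-0.63 ± 0.086) fell (adjusted p at most 0.00201).

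At 24 h the labelled MMTV-RANK cultures again gave 0 genes in limma (925 at an unadjusted p under 0.05, and 1 when single arrays were fitted with dye and scan day terms). Cell cycle rose (adjusted p = 3.64e-06, adjusted p = 0.884 with an estimated correlation) and milk proteins, milk lipid synthesis and the unfolded protein response fell (adjusted p at most 0.0428, adjusted p = 0.884 with an estimated correlation), with 0 members past the test in any of them over all genes or adjusted over the list alone. The cell cycle median of 0.26 became -0.13 without mouse 672 and -0.037 without mouse 732, and that of the unfolded protein response, -0.22, became 0.088 and 0.020. Without the labelled mouse 774 3692 genes passed. With the doubted cultures left out (2 mice) 7441 passed (3843 higher, 3598 lower). Calcb (3.60 ± 0.052), of the calcitonin family, the actin-binding Aif1l (3.35 ± 0.11), Bcl2a1b (3.24 ± 0.098), Pglyrp2 (2.90 ± 0.075) and Pthlh (2.60 ± 0.096), which codes for a hormone-like peptide of calcium balance, rose most. Csn1s2a (-3.74 ± 0.17), Fam20a (-2.69 ± 0.071), Cyp3a41a (-2.63 ± 0.079), Csn1s1 (-2.61 ± 0.14), Igfbp5 (-2.47 ± 0.15) and Elf5 (-2.10 ± 0.058) fell in 2 of 2 mice, the caseins Csn1s2a and Csn1s1 as inexact ratios because 4 and 5 of the 12 channel values of the labelled group without RANKL were saturated (adjusted p at most 1.80e-07 for all 11). The cell cycle list rose (adjusted p = 5.69e-25, adjusted p = 0.259 with an estimated correlation), with 48 of 48 members higher, 0 lower and 0 not past the test, or 48 and 0 adjusted over the list alone, and the unfolded protein response fell (adjusted p = 1.23e-09, adjusted p = 0.168 with an estimated correlation), with 1 of 21 members higher, 17 lower and 3 not past the test, or 1 and 17 adjusted over the list alone.

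At 72 h RANKL raised genes of interferon response, sterol synthesis and the cell cycle in the cultures labelled MMTV-RANK. Serpinb1a (3.12 ± 0.57), an inhibitor of neutrophil proteases, Plekhs1 (3.05 ± 0.61), the sugar transporter gene Slc2a6 (2.50 ± 0.42), Aadac (2.47 ± 0.49) and Il4i1 (2.31 ± 0.50) rose most in 3 of 3 mice (adjusted p at most 0.0123). Abca1 (-2.04 ± 0.36) and Abcg1 (-1.82 ± 0.31), exporters of cholesterol, Gas6 (-1.96 ± 0.36), Kank4 (-1.89 ± 0.50) and the opioid precursor gene Penk (-1.69 ± 0.15) fell most (adjusted p at most 0.0262). Tnfrsf11b rose (2.20 ± 0.57, adjusted p = 0.0254), though not in every labelled mouse, and Mki67, Krt5, Wap, Elf5, Stat5a and Tnfrsf11a did not pass (adjusted p at least 0.0711). The interferon response list rose (adjusted p = 5.27e-15, adjusted p = 0.884 with an estimated correlation), with 22 of 27 members higher, 0 lower and 5 not past the test, or 24 and 0 adjusted over the list alone, with Ifi44 (1.34 ± 0.21, adjusted p = 0.00338) and Oas1a (1.97 ± 0.32, adjusted p = 0.00375). Cholesterol synthesis rose (adjusted p = 1.44e-11, adjusted p = 0.884 with an estimated correlation), with 15 of 20 members higher, 0 lower and 5 not past the test, or 18 and 0 adjusted over the list alone, and cell cycle rose (adjusted p = 3.35e-14, adjusted p = 0.884 with an estimated correlation), with 18 of 48 members higher, 0 lower and 30 not past the test, or 45 and 0 adjusted over the list alone. Milk proteins, luminal progenitor and alveolar markers, fibroblast markers, and involution and acute phase fell (adjusted p at most 0.0473, adjusted p at least 0.884 with an estimated correlation), and the median of the fibroblast list, -0.39, became 0.14 without mouse 774. In all 2654 genes passed (1439 higher, 1215 lower), and 6204, 187 and 888 without mouse 672, 732 and 774, with 14, 1 and 7 of the 15 named genes past the threshold. The share higher of 54.2% became 84.9% under median centring and 68.7% in the combined table. Mice scanned wholly on scan day 2 gave 72 genes. Without the doubted cultures (2 mice) 9850 passed (5174 higher, 4676 lower), led by Ccl20 (5.22 ± 0.14), Bcl2a1b (4.92 ± 0.098) and Pthlh (4.82 ± 0.096), with Tnfrsf11b at 3.496 ± 0.11 and Elf5 at -2.53 ± 0.058 (adjusted p at most 1.20e-10). 26 of 27 interferon genes rose (adjusted p = 5.68e-12, adjusted p = 0.329 with an estimated correlation) and 13 of 16 luminal progenitor and alveolar markers fell (adjusted p = 5.74e-06, adjusted p = 0.134 with an estimated correlation).

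**Figure D2:**
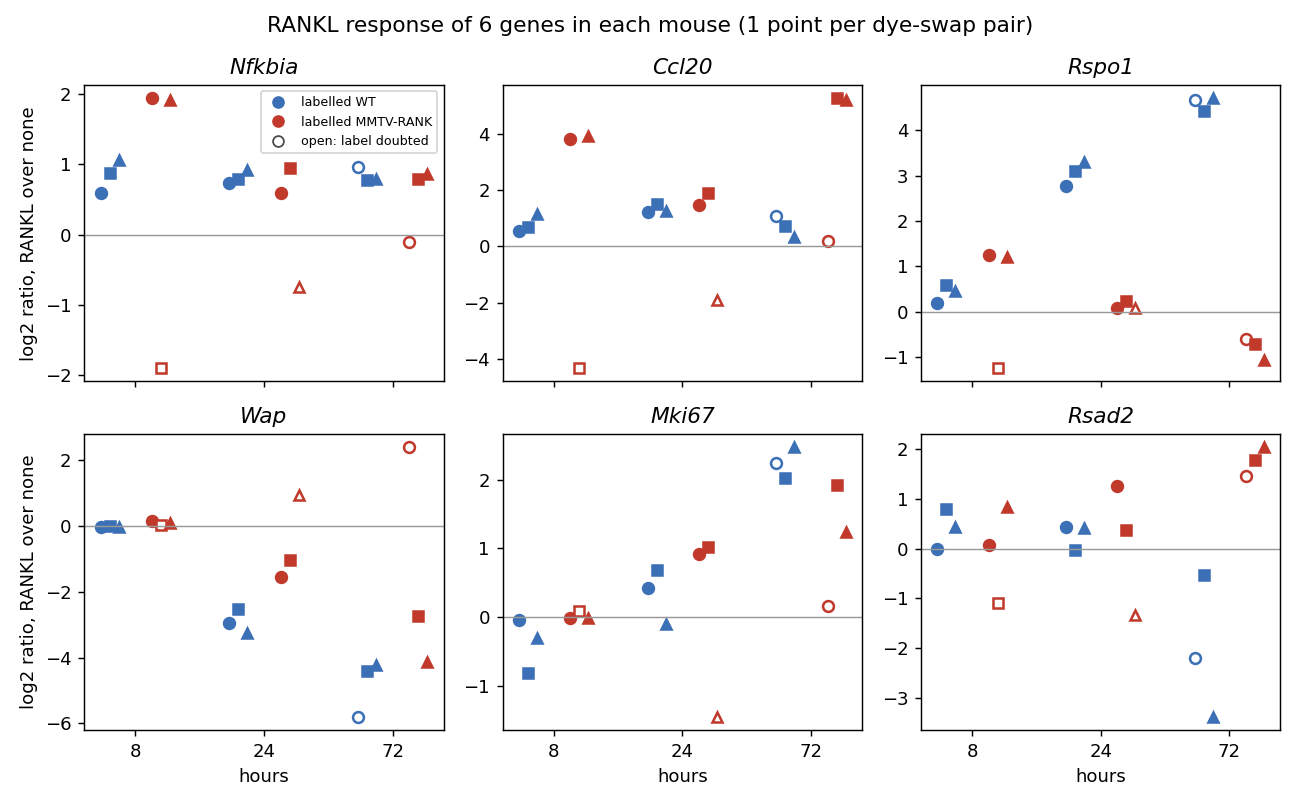
Log2 ratio with over without RANKL of Nfkbia, Ccl20, Rspo1, Wap, Mki67 and Rsad2 in each mouse at 8, 24 and 72 h, with open symbols where a ratio holds a doubted culture. Rspo1 reached 4.60 on average in WT at 72 h.

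Whether MMTV-RANK changes the response to RANKL was tested by the interaction of genotype and RANKL. As labelled, limma called 0 genes at 8 h (344 at an unadjusted p under 0.05), with cell cycle rising and fibroblast, endothelial, interferon, and hypoxia and glycolysis lists falling relative to WT (adjusted p at most 0.0276, adjusted p at least 0.884 with an estimated correlation). At 24 h 13 passed (12 higher, 1 lower): Lalba (1.65 ± 0.17), Orm1 (1.34 ± 0.21), an acute-phase gene, and the transporter gene Slco4a1 (1.20 ± 0.19) responded more positively and Rspo1 (-2.92 ± 0.47) less so in MMTV-RANK (adjusted p at most 0.0393). That count was 4, 1 and 1 without WT mouse 670, 686 and 730, and 27 and 88 without MMTV-RANK mouse 672 and 774, with 1, 0, 0, 2 and 4 of the 4 named genes past the threshold, and 2 without mouse 732. Milk proteins, milk lipid synthesis, cholesterol synthesis, and hypoxia and glycolysis rose relative to WT (adjusted p at most 0.00255, adjusted p = 0.884 with an estimated correlation), but the milk protein median of 0.45 became -0.020 without mouse 774. Leaving out the doubted cultures, 587 genes passed at 8 h and 3816 at 24 h, led at 8 h by Ccl20 (3.08 ± 0.18), Ccl2 (2.47 ± 0.18) and Acod1 (2.27 ± 0.13), and at 24 h by Calcb (3.41 ± 0.067, adjusted p = 9.79e-11) and Aif1l (2.93 ± 0.14, adjusted p = 2.38e-07). Hormone-sensing luminal markers fell at 8 h (adjusted p = 0.0109, adjusted p = 0.217 with an estimated correlation, 2 of 14 lower) and at 24 h (adjusted p = 0.0245, adjusted p = 0.273 with an estimated correlation, 4 of 14) in that alternative only. The prolactin and STAT5 pathway fell (adjusted p = 0.00209, adjusted p = 0.134 with an estimated correlation, 9 of 19 lower and 4 higher) and the extracellular matrix and proteases list rose (adjusted p = 8.12e-05, adjusted p = 0.177 with an estimated correlation, 11 of 28 higher) at 24 h, neither of which passed in any comparison as labelled.

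At 72 h the labelled interaction was wide. Pip (3.92 ± 0.90), Orm1 (3.88 ± 0.21), the interferon-induced Rsad2 (3.79 ± 0.70) and Wap (3.31 ± 1.18) responded more positively in MMTV-RANK, and Rspo1 (-5.39 ± 0.47), Fxyd6 (-3.499 ± 0.36), Pdlim3 (-3.47 ± 0.56), Krt5 (-1.28 ± 0.17) and Tnfrsf11a (-3.32 ± 1.15) more negatively (adjusted p at most 0.0467). Mki67, Elf5, Stat5a and Tnfrsf11b did not pass (adjusted p at least 0.133). Without RANKL at 72 h, Pip and Wap were already lower and Rspo1 higher in labelled MMTV-RANK than in WT, the direction in which RANKL moved WT. For these genes a changed response and a start already shifted cannot be told apart. Interferon response rose (adjusted p = 1.93e-09, adjusted p = 0.884 with an estimated correlation), with 21 of 27 members higher, 0 lower and 6 not past the test, or 22 and 0 adjusted over the list alone, with Iigp1 (2.52 ± 0.27, adjusted p = 2.64e-05) and Ifi44 (2.23 ± 0.30, adjusted p = 0.000126). Cholesterol synthesis rose (adjusted p = 2.37e-11, adjusted p = 0.884 with an estimated correlation), with 19 of 20 members higher, 0 lower and 1 not past the test, or 20 and 0 adjusted over the list alone, with Mvd (1.94 ± 0.15, adjusted p = 2.45e-06) and Pmvk (1.88 ± 0.18, adjusted p = 1.86e-05). Milk proteins, milk lipid synthesis, adipocyte markers, and hypoxia and glycolysis rose and fibroblast markers fell relative to WT (adjusted p at most 0.0285, adjusted p = 0.884 with an estimated correlation). In all 6520 genes passed (3701 higher, 2819 lower), 3667 and 4041 without WT mouse 670 and 730, and the 56.8% higher became 43.1% under median centring and 45.5% in the combined table. Without WT mouse 670, 686 or 730, 12, 11 and 11 of the 14 named genes passed, and without MMTV-RANK mouse 672, 732 or 774, 12, 11 and 13. In the set without doubted cultures 10539 passed, with Tnfrsf11b at 3.03 ± 0.15 and Elf5 at -2.23 ± 0.083 (adjusted p at most 1.75e-08), 27 of 27 interferon genes higher (adjusted p = 4.65e-13, adjusted p = 0.306 with an estimated correlation) and 20 of 20 cholesterol genes higher (adjusted p = 3.85e-19, adjusted p = 0.0427 with an estimated correlation). Wap (0.87 ± 0.35, adjusted p = 0.0545) no longer passed, and Tnfrsf11a, whose labelled value rests on the doubted cultures, was at -1.02 ± 0.12 (adjusted p = 2.77e-05) and Pip at 2.06 ± 0.26 (adjusted p = 4.80e-05). Levels of Tnfrsf11a in WT are near the floor of the arrays, so the WT side of its difference says little.

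The effect of the receptor without added ligand was read from cultures labelled MMTV-RANK against those labelled WT in medium without RANKL. At 8 h Wap (-4.70 ± 1.01) and Glycam1 (-4.63 ± 0.98), genes of milk, Plin2 (-2.08 ± 0.43), which coats fat droplets, Cstdc6 (-2.18 ± 0.33) and osteopontin, Spp1 (-1.97 ± 0.50), were lower in MMTV-RANK (adjusted p at most 0.0393). Tnfrsf11a (3.82 ± 1.01), Alox12e (3.34 ± 0.62), Fcgbp (2.89 ± 0.41), haptoglobin, Hp (2.31 ± 0.29), and Krt23 (2.28 ± 0.52) were higher in 3 of 3 pairs (adjusted p at most 0.0447). Cholesterol synthesis rose (adjusted p = 2.53e-17, adjusted p = 0.884 with an estimated correlation), with 11 of 20 members higher, 0 lower and 9 not past the test, or 19 and 0 adjusted over the list alone, with Mvd (1.13 ± 0.14, adjusted p = 0.000680) and Pmvk (1.18 ± 0.15, adjusted p = 0.000844). Keratinizing and squamous differentiation fell (adjusted p = 0.000181, adjusted p = 0.523 with an estimated correlation), with 0 of 23 members higher, 5 lower and 18 not past the test, or 0 and 9 adjusted over the list alone, and endothelial markers fell (adjusted p = 2.01e-06, adjusted p = 0.884 with an estimated correlation), with 0 of 12 members higher, 2 lower and 10 not past the test, or 0 and 8 adjusted over the list alone. Interferon response and milk proteins fell (adjusted p at most 0.000411, adjusted p = 0.884 with an estimated correlation) and RANK receptor and signalling rose (adjusted p = 0.0495, adjusted p = 0.884 with an estimated correlation). The last list covers the receptor whose gene MMTV-RANK mice carry as a transgene, so its rise cannot by itself show a change in the rest of the pathway. In all 1069 genes passed (590 higher, 479 lower, 55.2% higher, or 43.3% under median centring), 508, 36 and 45 without pair 670/672, 686/732 and 730/774, with 11, 0 and 0 of the 12 named genes past the threshold. Without pair 670/672, here and in the genotype comparisons that follow, only arrays of scan day 3 remain (and 1 of day 4 at 72 h). Without the doubted cultures (2 pairs) 2782 passed.

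At 24 h without RANKL, in cultures labelled MMTV-RANK against WT, Pip (-4.86 ± 0.74), Wap (-4.72 ± 1.01), Glycam1 (-4.50 ± 0.98), the milk amino acid oxidase gene Lao1 (-4.57 ± 1.09) and the fatty acid transporter gene Cd36 (-3.96 ± 0.95) were lower and Rspo1 (4.15 ± 0.29), Tnfrsf11a (3.77 ± 1.01), Alox12e (3.30 ± 0.62), Fcgbp (3.17 ± 0.41) and Ubd (2.90 ± 0.47) higher in 3 of 3 pairs (adjusted p at most 0.0304). Milk proteins fell (adjusted p = 1.84e-08, adjusted p = 0.884 with an estimated correlation), with 0 of 23 members higher, 12 lower and 11 not past the test, or 0 and 14 adjusted over the list alone. Cell cycle, NF-kB targets and cholesterol synthesis rose, and milk lipid synthesis, fibroblast, adipocyte and endothelial markers, involution and acute phase, and hypoxia and glycolysis fell (adjusted p at most 0.0455, adjusted p at least 0.884 with an estimated correlation). In all 2606 genes passed (1245 higher, 1361 lower), but 41 and 36 without pair 686/732 and 730/774, with 2 and 1 of 10 named genes past the threshold, and 3507 without pair 670/672. By 72 h the same milk genes were lower, Pip at -6.01 ± 0.74, Wap at -5.19 ± 1.01, Lao1 at -4.86 ± 1.09 and Cd36 at -4.58 ± 0.95, with Cidea, of fat droplets, at -4.37 ± 0.76. Rspo1 (5.00 ± 0.29), the surface gene Msln (3.89 ± 1.06), Tnfrsf11a (3.82 ± 1.01), Alox12e (3.33 ± 0.62), Ly6d (3.26 ± 0.94), Mki67 (2.69 ± 0.37) and Krt5 (0.58 ± 0.14) were higher (adjusted p at most 0.0117 for these 12). The cell cycle list rose (adjusted p = 1.69e-13, adjusted p = 0.884 with an estimated correlation), with 41 of 48 members higher, 0 lower and 7 not past the test, or 45 and 0 adjusted over the list alone, and cholesterol synthesis, higher at 8 h, fell (adjusted p = 4.60e-05, adjusted p = 0.884 with an estimated correlation), with 0 of 20 members higher, 15 lower and 5 not past the test, or 0 and 16 adjusted over the list alone. Milk proteins, milk lipid synthesis, adipocyte markers, interferon response, and hypoxia and glycolysis fell (adjusted p at most 0.00329, adjusted p = 0.884 with an estimated correlation) and RANK receptor and signalling rose (adjusted p = 0.0332, adjusted p = 0.884 with an estimated correlation), again a list that covers the receptor of the transgene. At 72 h 9552 genes passed (4273 higher, 5279 lower), 5495 and 5470 without pair 686/732 and 730/774, with 8 and 9 of 13 named genes past the threshold, and 8163 without pair 670/672. The 44.7% higher became 66.7% under median centring. After leaving out doubted cultures 3767 passed at 24 h and 11550 at 72 h.

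With RANKL in both cultures of the pair, the labelled genotypes were compared again, first at 8 h. Wap (-4.53 ± 1.01), Glycam1 (-4.38 ± 0.98), Cstdc6 (-2.31 ± 0.33), Plin2 (-2.08 ± 0.43) and the interferon-induced Oas1f (-1.96 ± 0.32) were lower, and Alox12e (3.44 ± 0.62), the transcription factor gene Foxa2 (3.22 ± 0.78), Fcgbp (3.15 ± 0.41), Col8a1 (2.25 ± 0.38) and Tspan1 (2.21 ± 0.55) higher in 3 of 3 pairs (adjusted p at most 0.0386). Cholesterol synthesis rose (adjusted p = 7.54e-19, adjusted p = 0.884 with an estimated correlation), with 11 of 20 members higher, 0 lower and 9 not past the test, or 20 and 0 adjusted over the list alone. Interferon response, endothelial markers, milk proteins, involution and acute phase, keratinizing and squamous differentiation, unfolded protein response, and hypoxia and glycolysis fell (adjusted p at most 0.0391, adjusted p at least 0.523 with an estimated correlation). In all 946 genes passed (460 higher, 486 lower), 381, 67 and 90 without pair 670/672, 686/732 and 730/774, with 8, 0 and 0 of 10 named genes past the threshold, 1710 without the 2 arrays whose exposure entry contradicts their other labels, and 2844 without the doubted cultures. Without those 2 arrays, pairs 686/732 and 730/774 keep only the array with MMTV-RANK in Cy3. Dye effects no longer cancel there, and the 1710 genes may include them. At 24 h Plin2 (-1.97 ± 0.43), the protease gene Tmprss4 (-1.67 ± 0.19), Calhm5 (-1.52 ± 0.22), Efhd1 (-1.45 ± 0.23) and the chemokine gene Cxcl5 (-1.43 ± 0.25) were lower, and Col8a1 (2.38 ± 0.38), Fcgbp (2.29 ± 0.41), St8sia6 (2.07 ± 0.47), the desaturase gene Scd2 (1.58 ± 0.32) and Meltf (1.49 ± 0.30) higher (adjusted p at most 0.0496). Cell cycle and cholesterol synthesis rose, and milk proteins, fibroblast, adipocyte and endothelial markers, involution and acute phase, and unfolded protein response fell (adjusted p at most 0.0236, adjusted p = 0.884 with an estimated correlation). The last of these had a median of -0.19, which became 0.00031 without pair 686/732. At this time 251 genes passed (86 higher, 165 lower), 402, 0 (1644 at an unadjusted p under 0.05) and 25 without pair 670/672, 686/732 and 730/774, with 8, 0 and 1 of 10 named genes past the threshold, 600 with the pair as a block on single-channel values, and 5266 without the doubted cultures. In that last set Foxa2 was at 3.73 ± 0.059, Bcl2a1b at 4.43 ± 0.10 and Elf5 at -2.13 ± 0.20 (adjusted p at most 0.000105). With RANKL in both cultures as labelled, the Tnfrsf11a ratios of the 3 pairs were 3.54 to 3.93 at 8 h and 3.42 to 3.99 at 24 h.

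At 72 h with RANKL, the labelled MMTV-RANK cultures were higher in Ccl20 (4.26 ± 1.097), Pthlh (3.08 ± 0.82), Serpinb1a (3.06 ± 0.56), Pglyrp2 (2.85 ± 0.84) and Plekhs1 (2.83 ± 0.48), and lower in the casein genes Csn1s2a (-3.06 ± 0.94) and Csn1s1 (-2.86 ± 0.74), Cldn8 (-2.23 ± 0.68), Tenm4 (-1.83 ± 0.55) and the surfactant gene Sftpd (-1.82 ± 0.42), in 3 of 3 pairs, the caseins as inexact ratios because 9 and 10 of 12 WT channel values were saturated (adjusted p at most 0.0398). Mki67 (1.51 ± 0.37, adjusted p = 0.0168) was higher and Krt5 (-0.67 ± 0.14, adjusted p = 0.00862) lower. Cell cycle rose (adjusted p = 4.52e-23, adjusted p = 0.884 with an estimated correlation), with 47 of 48 members higher, 0 lower and 1 not past the test, or 48 and 0 adjusted over the list alone, interferon response rose (adjusted p = 5.88e-12, adjusted p = 0.884 with an estimated correlation), with 20 of 27 members higher, 0 lower and 7 not past the test, or 26 and 0 adjusted over the list alone, and cholesterol synthesis rose (adjusted p = 1.19e-10, adjusted p = 0.884 with an estimated correlation), with 17 of 20 members higher, 0 lower and 3 not past the test, or 19 and 0 adjusted over the list alone. NF-kB targets rose (adjusted p = 0.00167, adjusted p = 0.884 with an estimated correlation), and milk proteins, basal and myoepithelial, luminal progenitor and alveolar, fibroblast and endothelial markers, and involution and acute phase fell (adjusted p at most 0.0428, adjusted p = 0.884 with an estimated correlation). In all 3672 genes passed (1959 higher, 1713 lower), 6831, 10 and 13 without pair 670/672, 686/732 and 730/774, with 14, 0 and 0 of 14 named genes past the threshold. The 53.3% higher became 72.3% under median centring and 64.3% in the combined table. With doubted cultures left out (2 pairs) 9013 passed, with Ccl20 at 6.12 ± 0.25, Tnfrsf11b at 4.19 ± 0.10 and Elf5 at -3.05 ± 0.20 (adjusted p at most 2.76e-06).

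Time in culture without RANKL raised milk genes and lowered proliferation genes between 8 and 72 h, from single-channel intensities because times were never on the same array. In WT, Lao1 (7.45 ± 0.83), Pip (7.28 ± 0.60), Saa2 (6.84 ± 0.81), Wap (3.89 ± 0.80) and Stat5a (1.07 ± 0.25) rose and Mki67 (-4.31 ± 0.43), the DNA replication genes Pclaf (-4.20 ± 0.37) and Uhrf1 (-4.14 ± 0.45), and Krt5 (-1.11 ± 0.17) fell (adjusted p at most 0.000819), each with the 3 cultures of 1 time above the 3 of the other. In WT the cell cycle list fell (adjusted p = 4.59e-23, adjusted p = 0.884 with an estimated correlation), with 0 of 48 members higher, 48 lower and 0 not past the test, or 0 and 48 adjusted over the list alone. Milk lipid synthesis rose (adjusted p = 1.84e-08, adjusted p = 0.663 with an estimated correlation), with 21 of 26 members higher, 1 lower and 4 not past the test, or 21 and 1 adjusted over the list alone. Milk proteins, fibroblast and adipocyte markers, and involution and acute phase rose (adjusted p at most 0.0428, adjusted p = 0.884 with an estimated correlation). Luminal keratins and epithelial identity fell (adjusted p = 0.0267, adjusted p = 0.884 with an estimated correlation), with 1 of 14 members higher, 10 lower and 3 not past the test, or 1 and 10 adjusted over the list alone, and keratinizing and squamous differentiation fell (adjusted p = 0.0247, adjusted p = 0.884 with an estimated correlation). In the cultures labelled MMTV-RANK, Glycam1 (4.83 ± 0.90), Ucma (4.82 ± 0.63), Abca1 (4.69 ± 0.35), Wap (3.27 ± 0.80) and Stat5a (1.43 ± 0.25) rose, and the activin gene Inhba (-3.48 ± 0.40), the sterol genes Idi1 (-3.30 ± 0.31) and Msmo1 (-3.17 ± 0.31), Mki67 (-1.75 ± 0.43) and Krt5 (-0.64 ± 0.17) fell (adjusted p at most 0.00350). Cholesterol synthesis fell (adjusted p = 7.18e-19, adjusted p = 0.884 with an estimated correlation), with 0 of 20 members higher, 20 lower and 0 not past the test, or 0 and 20 adjusted over the list alone, which did not pass in WT (adjusted p = 0.281), though the difference of the time effect between genotypes was not tested. Leukocyte markers rose (adjusted p = 0.0467, adjusted p = 0.884 with an estimated correlation), with 8 of 27 members higher, 1 lower and 18 not past the test, or 8 and 1 adjusted over the list alone. Milk proteins, fibroblast markers, and involution and acute phase rose and cell cycle and keratinizing lists fell (adjusted p at most 0.00192, adjusted p at least 0.523 with an estimated correlation). In WT 11071 genes passed (6112 higher, 4959 lower) and in MMTV-RANK 7581 (3858 higher, 3723 lower), 10034 and 7106 on the genotype arrays alone, and 12286 and 8693 without the doubted cultures. Elf5, Tnfrsf11b and Tnfrsf11a did not pass in either genotype (adjusted p at least 0.150 in MMTV-RANK). The 3 cultures labelled MMTV-RANK without RANKL nonetheless read 12.44 to 12.87 for Tnfrsf11a at 8 h and 14.38 to 14.88 at 72 h. Doubted cultures widen the shared spread of this gene, so the lack of a call does not show that its level was stable.

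Averaged over the labelled genotypes and times, RANKL raised Ubd (1.29 ± 0.25), Aif1l (2.38 fold) and Alox12e (1.246 ± 0.28) and lowered Csn1s2b (-1.24 ± 0.16) and Olah (-1.096 ± 0.30) and Btn1a1 (-1.02 ± 0.28), genes of milk fat (18 ratios of 6 mice fitted without a mouse block, adjusted p at most 0.0385). Cell cycle rose (adjusted p = 1.25e-15, adjusted p = 0.884 with an estimated correlation), with 29 of 48 members higher, 0 lower and 19 not past the test, or 47 and 0 adjusted over the list alone, NF-kB targets rose (adjusted p = 0.000518, adjusted p = 0.884 with an estimated correlation) with RANK receptor and signalling and interferon response (adjusted p at most 0.0199, adjusted p = 0.884 with an estimated correlation), and milk proteins, milk lipid synthesis, adipocyte markers, and involution and acute phase fell (adjusted p at most 0.0339, adjusted p at least 0.835 with an estimated correlation). In all 3670 genes passed (1499 higher, 2171 lower), 1029, 1310, 804, 2078 and 6391 without mouse 670, 686, 730, 732 and 774, with 4, 4, 2, 7 and 11 of 12 named genes past the threshold, and 6809 with the mouse as a random block. The 40.8% higher became 77.9% under median centring and 62.5% in the combined table. Without the doubted cultures 10856 passed, Elf5 among them (-1.104 ± 0.023, adjusted p = 7.19e-12). Across genes the WT and MMTV-RANK responses had Pearson r = 0.27, 0.57 and 0.14 at 8, 24 and 72 h as labelled (Spearman rho 0.12, 0.49 and 0.043), and 0.40, 0.64 and 0.24 without the doubted cultures (rho 0.24, 0.56 and 0.11). At 72 h as labelled, 197 genes were called higher and 72 lower in both, where independence gives 233.6 and 252.9, and 455 were higher in WT and lower in MMTV-RANK, where it gives 197.2. With the doubted cultures left out, 1988 were higher in both (1248 by independence) and 1427 lower in both (1166), above and no longer below independence, while the 1406 higher in WT and lower in MMTV-RANK stayed above it (1128) and 1056 were the reverse (1290), where 349 were as labelled (299.6). At 24 h in that alternative 1875 were higher in both (506.2 by independence) and 1514 lower in both (415.3). Tnfsf11, the gene of RANKL, did not pass the filter on dim probes. Csn2 and Krt18 were saturated in many cultures, so they are not given among the changes, and the interactions of Csn1s1, Csn1s2a and Csn2 are limited by saturation in WT cultures. Of the 12 channel values of the brighter group, some were saturated for Saa2 (5) and Wap (1) at 72 h in WT without RANKL, Rspo1 at 72 h in WT with RANKL (4) and in MMTV-RANK without it (1), Plin2 in WT at 8 h without and with RANKL (4 and 2) and at 24 h with it (7), and Fcgbp in MMTV-RANK at 24 h without and with RANKL (1 and 3), so the ratios of these genes that rest on those groups are limited by saturation.

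**Figure D3:**
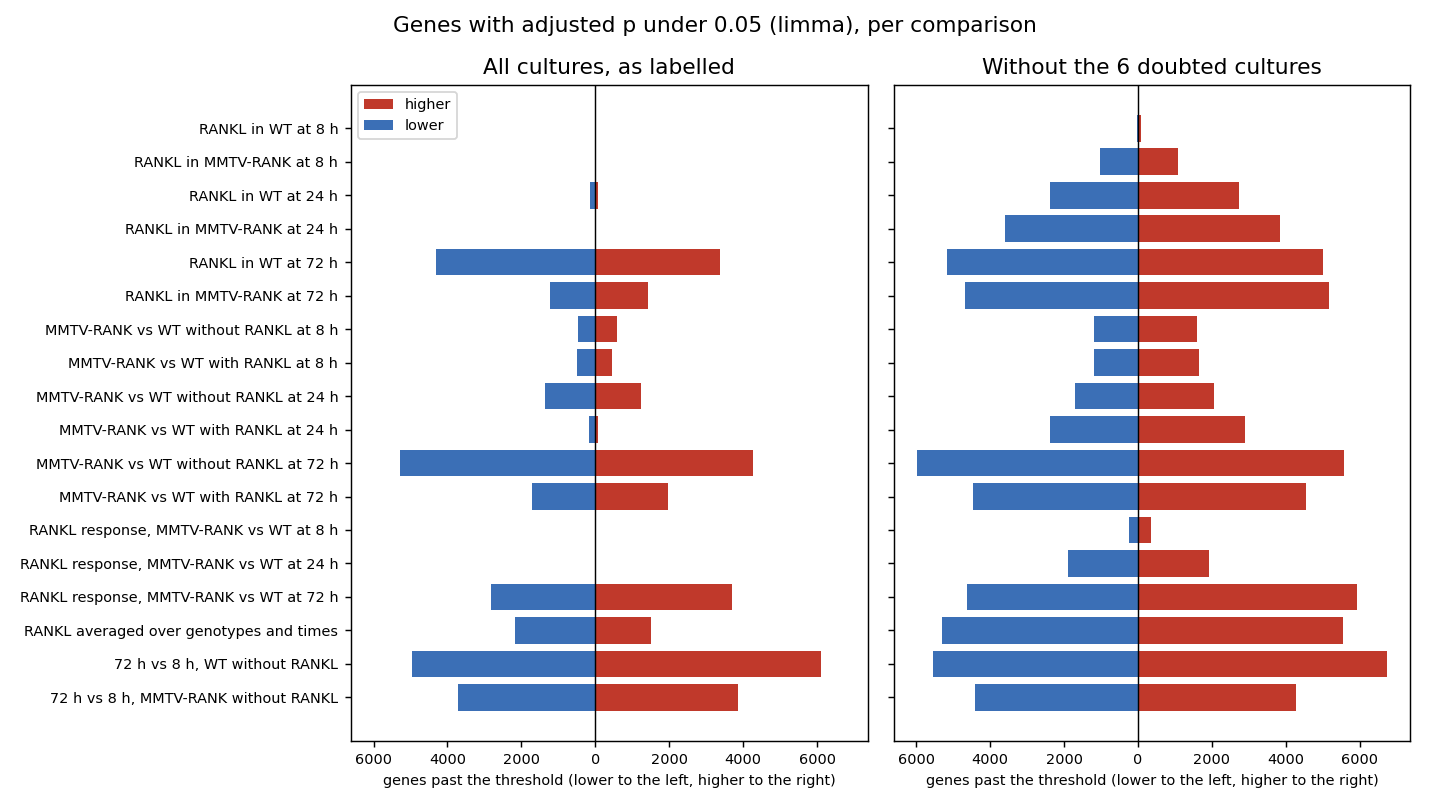
Number of genes past the limma threshold in each comparison, higher to the right and lower to the left of 0, as labelled and without the 6 doubted cultures. As labelled the RANKL response of MMTV-RANK is 0 genes at 8 h and 0 at 24 h, and 2121 and 7441 without those cultures.

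**Figure D4:**
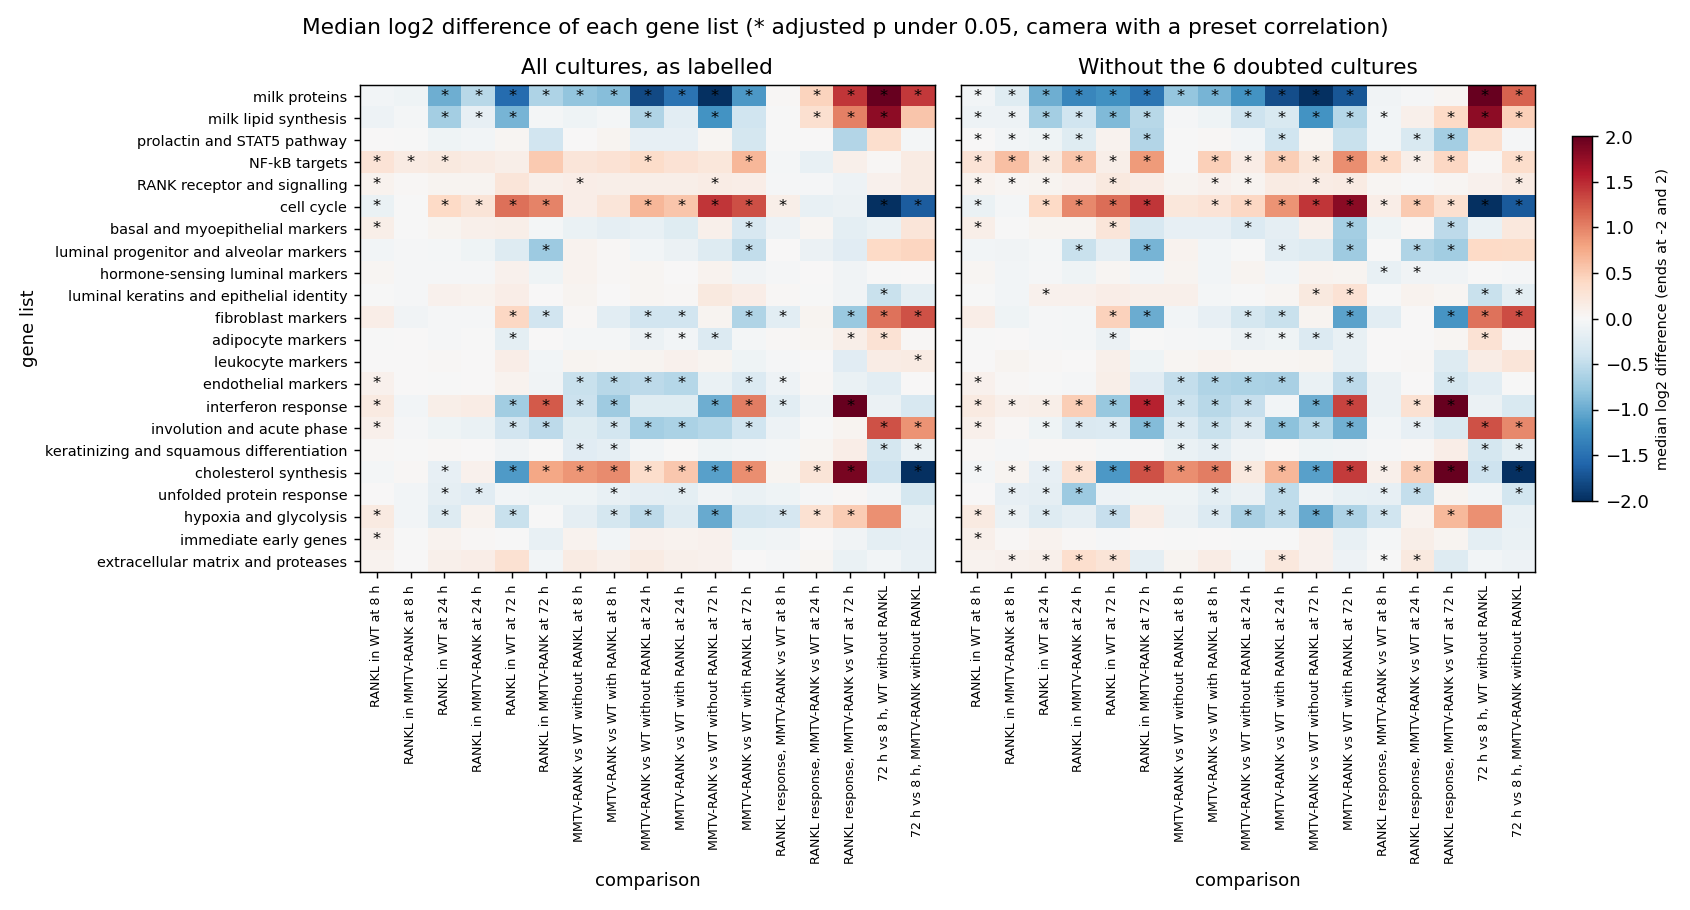
Median log2 ratio of each of the 22 gene lists (vertical) in each comparison but the average over genotypes and times (horizontal), as labelled and without the 6 doubted cultures, with an asterisk where the camera test passed. Of 396 tests, which include the average not shown, 126 passed as labelled and 201 without those cultures, and with an estimated correlation 0 and 8.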

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

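The tests of explanations and of other splits in this part were chosen after the result was seen, while the interaction tests themselves were planned. The differences listed here were picked out because the RANKL response differed between the labelled genotypes in limma's test of that difference. At 24 h 13 genes differed, among them Lalba (1.65), Orm1 (1.34), Slco4a1 (1.20) and Rspo1 (-2.92, negative where MMTV-RANK responded less). At 72 h 6520 differed, among them Pip (3.92), Orm1 (3.88), Rsad2 (3.79), Wap (3.31), Rspo1 (-5.39), Fxyd6 (-3.499), Pdlim3 (-3.47), Krt5 (-1.28) and Tnfrsf11a (-3.32). With the doubted cultures left out Wap was at 0.87 (adjusted p = 0.0545), Tnfrsf11a at -1.02 and Pip at 2.06, so much of these 3 differences rests on those cultures. Tnfrsf11a in WT is near the floor of the arrays, so the WT side of its difference says little. Without RANKL, Pip, Wap and Rspo1 already differed between the labelled genotypes at 72 h, and Rspo1 at 24 h, in the direction in which RANKL moved WT cultures. Of the 22 gene lists, 5 differed at 8 h, 4 at 24 h and 7 at 72 h, and 0 of these with an estimated correlation. The mice exchanged between genotypes make 10 splits, too few for a share under 0.05. At 8 h the real split gave 0 genes and the highest other 0 (10 splits as large, the real one included), at 24 h 13 and 0 (1), and at 72 h 6520 and 224 (1).

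The RANKL ratios of mouse 732 at 8 h and mouse 774 at 24 h ran against those of the other MMTV-RANK mice. Dyes recorded the wrong way round on the RANKL arrays are argued against, because the difference of RANKL ratios and the difference of genotype ratios, which come from other arrays, had r of at least 0.9336 across genes in both mice. On the genotype arrays alone, all 4 cultures lay nearer to the other RANKL label, on a scale from the other cultures without RANKL (0) to those with it (1): the cultures labelled as without RANKL at 0.94 and 0.99 and those with it at 0.12 and 0.090, which makes an exchange of labels within each mouse a candidate explanation (4 of 4 cultures). A real opposite response of mouse 774 at 24 h from an untreated state like that of the other mice is argued against. Its culture labelled as without RANKL was at 0.9945. On the scale of their own genotype, the WT cultures at 24 h were at most 0.27 without and at least 0.86 with RANKL. An opposite response from an untreated state that was itself shifted cannot be told apart from exchanged labels. For mouse 732 at 8 h a real opposite response and exchanged labels cannot be told apart, since its culture was at 0.9417 but the WT cultures of that time did not separate (up to 0.96 without and down to -0.27 with RANKL, 4 of 6 nearer their own label), though on the scale of 1 undoubted MMTV-RANK mouse it was at least 0.67, where the undoubted cultures without RANKL were at most 0.18. Its culture labelled with RANKL has an exposure entry of none on 1 array. The undoubted culture with RANKL of mouse 774 at 8 h has the same entry on another array, so the entry does not settle the question.

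The cultures labelled WT with RANKL of mouse 670 and MMTV-RANK with RANKL of mouse 672 at 72 h held the Tnfrsf11a level of the other genotype. Over all genes but Tnfrsf11a, 2 of these 2 cultures were nearest to a group of the other genotype on the RANKL arrays, as cultures of the other genotype would be. Only 8 of 10 undoubted cultures at 72 h were nearest to their own group. The exceptions were WT with RANKL of mouse 730, nearest to MMTV-RANK without it, and MMTV-RANK without RANKL of mouse 672, nearest to WT with it. Nearness therefore does not reliably tell these 2 groups apart and does not settle the genotype of the doubted cultures. A plain exchange of these 2 cultures with nothing else wrong is argued against, because the culture labelled WT with RANKL of mouse 670 was at -0.06874 between MMTV-RANK cultures without (0) and with (1) RANKL, so it may be of MMTV-RANK cells without RANKL. For a real response to RANKL shared by other mice of the genotype, the ratios of Tnfrsf11a, 3.72 and -4.22, were set against those of undoubted pairs. They lie at least 2.348 log2 units outside that range (-0.35 to -0.051 in 8 of WT, -1.87 to -0.56 in 6 of MMTV-RANK). The distance itself decides nothing, since these 2 cultures were doubted for their Tnfrsf11a level. The other mice at 72 h, at -0.29 and -0.35 in WT and -1.55 and -1.13 in MMTV-RANK, did not share such a change. A response confined to these 2 cultures cannot be told apart from other cells, since no undoubted ratio exceeds 1.872 in size and each mouse has 1 culture with RANKL at 72 h.

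Genes dim in a culture and bright in the culture beside it read higher in the dim culture on their shared arrays than on its other arrays. Over 33 such genes, chosen on another pair of mice, the median rise was 0.3172 log2 units (0.14 in Cy3 and 0.82 in Cy5), against 0.013 (SD 0.285) for 17345 genes unchanged between the cultures, as carry-over between the channels of an array would give. MMTV-RANK RNA in the WT samples is argued against, because Tnfrsf11a in the 16 WT cultures other than the 2 of mouse 670 at 72 h was at most 7.524 on arrays with no MMTV-RANK RNA. The normalization used here is argued against as the cause, because the rise was 0.4411 in signals not normalized beyond the array median. No biological explanation was tested for this pattern, and large ratios within arrays are likely understated by it.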

How the results depend on the processing

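The alternatives without the 6 doubted cultures, with the 72 h mice of scan day 2 alone, with the genotype arrays alone and with median centring of the lists were chosen after seeing the data, and the others before. Of 290 alternative values of the comparisons 198 kept their side (counts within 1.5 times), and of 5255 of the named genes 4564 kept direction and call, 325 lost the call, 362 gained it and 4 reversed. The cause was not tested unless stated. Of 373 named values, the numbers losing and gaining the call were 3 and 2 with Agilent's processed signals, 11 and 6 under median centring, 9 and 0 with no filter, 2 and 6 with the mouse as a random block, 4 and 63 on single arrays, and 3 and 158 without the doubted cultures. They were 12 and 23 of 343 with no block, 12 and 18 of 355 in the combined table, 14 and 0 of 49 with scan day 2 alone, and 59 and 0 of 133 without pair 686/732. The cases that reversed are Krt18, saturated on 5 to 12 of the 12 channels of each group, which under median centring was at 0.02915 for RANKL in WT at 72 h, 0.06999 in MMTV-RANK at 72 h, 0.06206 for genotype without RANKL at 72 h and 0.01284 averaged, and as these ratios are limited by saturation their signs mean little.

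Without the 6 doubted cultures the counts of genes for RANKL in WT were 95 at 8 h and 5126 at 24 h, and in MMTV-RANK 2121, 7441 and 9850 at 8, 24 and 72 h. For genotype they were 2782 at 8 h without RANKL and 2844, 5266 and 9013 with RANKL. Interactions gave 587, 3816 and 10539 and the average 10856, and 201 gene-list tests passed, with 116 of the 126 passing as labelled among them. In this alternative fewer cultures remain and those left out were chosen by their ratios, so agreement is favoured.

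Under median centring the counts were 115 for RANKL in WT at 24 h, 5102 in MMTV-RANK at 72 h, 7 for the interaction at 24 h and 8880 averaged, and 135 list tests passed (119 of the 126). Single-channel values with no block gave 91, 5007 and 1580 for RANKL in WT at 24 and 72 h and in MMTV-RANK at 72 h, 495 for genotype with RANKL at 24 h, 1 and 3221 for the interactions at 24 and 72 h and 2139 averaged. With the mouse or mouse pair as a block, genotype with RANKL at 24 h gave 600, no other count moved by over 1.5 times, and 10 named genes lost and 22 gained the call. The combined table gave 55, 4833 and 1671 for those RANKL comparisons, 600, 1355 and 5563 for genotype without RANKL at 8, 24 and 72 h, 590 and 1933 with RANKL at 8 and 72 h, 2 and 2530 for the interactions at 24 and 72 h and 2201 averaged. Tested probe by probe, genotype gave 1626 without and 1552 with RANKL at 8 h and 410 with RANKL at 24 h, where more tests are made. With only probes well above background on every array the 24 h interaction gave 8 of 16898 genes, with the mouse as a random block the average gave 6809, and without the 2 arrays of conflicting labels genotype with RANKL at 8 h gave 1710. That last count rests on 2 ratios without a dye swap, so it may include dye effects. Single arrays with dye and scan day terms, which made excess false calls in simulated data, gave 792, 1 and 4204 for RANKL in WT at 24 h and in MMTV-RANK at 24 and 72 h, 2260 and 4796 for genotype without RANKL at 8 and 24 h, 2333, 2295 and 5616 with RANKL at 8, 24 and 72 h, and 68 for the 24 h interaction. The 72 h mice scanned wholly on day 2 gave 72 genes in MMTV-RANK, which leaves mouse 732 and the doubted mouse 672. With an estimated correlation 0 list tests passed (16 at an unadjusted p under 0.05).

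Leaving out each mouse of the same genotype in turn gave 16 to 33 genes for RANKL in WT at 24 h and 3709 to 5577 at 72 h. In MMTV-RANK it gave 0 to 41 at 8 h, 0 to 3692 at 24 h and 187 to 6204 at 72 h. Counts for a genotype without a mouse of the other were not made, though the shared spread could change them. Leaving out pair 670/672, 686/732 and 730/774 gave, for genotype without RANKL, 508, 36 and 45 at 8 h, 3507, 41 and 36 at 24 h and 8163, 5495 and 5470 at 72 h. With RANKL it gave 381, 67 and 90 at 8 h, 402, 0 (1644 at an unadjusted p under 0.05) and 25 at 24 h and 6831, 10 and 13 at 72 h. For the interactions the range was 1 to 88 at 24 h and 3667 to 7541 at 72 h, and 804 to 6391 for the average. Where 2 ratios remain, the spread is shared with the other groups, and the highest counts come with a doubted mouse or pair left out at 8 and 24 h in MMTV-RANK and at 72 h with RANKL. In limma the count for RANKL in WT at 8 h stayed at 0 without each WT mouse, and that for the 8 h interaction without each mouse of either genotype (293 and 344 genes at an unadjusted p under 0.05 with all mice). Without each mouse of the same genotype the time comparisons gave 8593 to 9252 genes in WT and 6080 to 6442 in MMTV-RANK. Signal limits the low end: median signals were 1.74 (Cy3) and 1.80 (Cy5) times the negative controls, so changes of dim genes are compressed, and Tnfsf11 could not be tested.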

Other observations

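The tests in this part, of a resemblance between genotype and ligand and of other splits of the cultures, were all written down after the results were seen. At 72 h acini labelled MMTV-RANK without any added RANKL differed from WT acini in the direction in which RANKL moved WT acini. To avoid a culture entering both sides, the RANKL ratio of each WT mouse was set against the genotype ratio of a pair without that mouse, which gave r of at least 0.8351 across genes (median 0.87, or 0.84 without the doubted cultures). The median r was 0.64 at 24 h (0.60 without the doubted cultures) and 0.048 at 8 h (-0.012). At 8 h the RANKL responses of the WT mice had r of only 0.20 to 0.40 with each other, against 0.79 to 0.88 at 24 h. The low value at 8 h therefore cannot show that the resemblance is absent then. Genes are not independent, and mice share no culture but share the time. A candidate explanation is that more RANK receptor moves the same genes as RANKL does in WT, and differences in differentiation stage between the cultures were not tested against it.

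RANKL went with less Tnfrsf11a RNA in MMTV-RANK mice whose labels are not in doubt. The log2 ratios were -0.69 and -0.56 in mice 672 and 774 at 8 h, -1.87 and -1.54 in mice 672 and 732 at 24 h, and -1.55 and -1.13 in mice 732 and 774 at 72 h. As labelled the doubted pairs ran the other way in mouse 732 at 8 h (0.63) and mouse 774 at 24 h (2.08), and were left out because their ratios ran against the others, and that of mouse 672 at 72 h was -4.22. In WT mice the ratios lay between -0.35 and -0.051, leaving out the doubted culture of mouse 670 at 72 h. Levels in WT are near the floor of the arrays, so ratios there say little.

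The ratios of 3 mice can be turned in 4 ways and 3 cultures against 3 make 10 splits, too few for a share under 0.05. As genes past the threshold, the real value and the highest of the others were as follows. For RANKL in WT they were 0 and 0 at 8 h (4 of 4 as large, the real one included), 229 and 0 at 24 h (1 of 4) and 7685 and 2 at 72 h (1 of 4). For RANKL in MMTV-RANK they were 0 and 179 at 8 h (4 of 4, the highest turning mouse 732), 0 and 6016 at 24 h (4 of 4, turning mouse 774) and 2654 and 3157 at 72 h (2 of 4, turning mouse 672). These higher counts restate the structure of the samples seen in the correlations that raised the doubts, and add no support for them. Genotype without RANKL gave 1069 and 0, 2606 and 0, and 9552 and 0 at 8, 24 and 72 h (1 of 4 each), and with RANKL 946 and 0, 251 and 13 (1 of 4 each), and 3672 and 5860 (2 of 4, turning pair 670/672). Time gave 11071 and 0 in WT and 7581 and 0 in MMTV-RANK (1 of 10 each). For RANKL averaged over genotypes and times, whole mice can be turned in 32 ways. As labelled 2 of 32 gave as many genes (3670, and 3963 turning mouse 774), so chance is not excluded. Leaving out the doubted cultures, 1 of 32 did (10856, and 9347 for the highest other), which says nothing about chance, since the cultures left out were chosen on their values.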
